A study of Rattus norvegicus with 24 samples. Its data were reported in "DNA methylome signatures as epigenetic biomarkers of hexanal associated with lung toxicity" (2021).

How the data were processed

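Total RNA from lung tissue of 24 Fischer-344 rats was measured on single-colour (Cy3) Agilent rat miRNA arrays, with 1 array per animal. The labels place 6 animals in each of 4 groups, a control group that breathed filtered clean air and groups exposed to hexanal at 600, 1000 and 1500 ppm, with 3 males and 3 females in each group. The exposure lasted 4 h per day on 5 days per week for 5 weeks per the labels. The sample titles give the doses in ppm, whereas the protocol text of the same labels gives the same numbers in milligrams per cubic metre. The ppm of the group labels is used here as a name for the dose, and the true concentration scale was not settled from the files.

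The authors deposited 1 scanner file per array, made with Agilent Feature Extraction 11.5.1.1. Per the file headers, the processed intensity of a spot is its Cy3 brightness after correction for the local background and for a gradient across the array, with no normalization between arrays. Each array held 14380 spots of 1730 probes for 719 rat miRNAs, with 5 to 20 spots per probe. The deposited series table of intensities held 17256 values, with each miRNA measured once per array. Of these, 7125 were above 1 and equalled the total gene signal of Feature Extraction on the same array, with a largest relative difference of 0, and the other 10131 (58.7%) were set to 1. The series table was therefore not normalized between arrays. The methods of the study describe other kinds of array and state no procedure for these miRNA values. The header names the genome build rn4, while the gene table available here belongs to the assembly GRCr8, so no coordinates are given.

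Control spots and spots with an outlier flag were left out. The processed intensity of each array was divided by its 75th percentile over the 394 probes well above background on all 24 arrays and multiplied by 865, the geometric mean of these percentiles. Values under a floor of 11.3 were then set to that floor, which applied to 8.59% of the kept spots, and log2 was taken. The floor is the median over arrays of the lowest scaled intensity among spots well above background. Spots of a probe were averaged, and a probe was kept when most of its spots were well above background on at least 6 of the 24 arrays, whatever their group. A miRNA was the mean of its kept probes on the log2 scale. This left 555 probes of 283 miRNAs, of which 211 were above background on all arrays. For low miRNAs the floor and residual background make a log2 fold change smaller than the change in RNA. A miRNA that was not well above background on any array of a group has only a bound in that group.

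The 283 miRNAs were tested with limma 3.58.1 (lmFit and eBayes) in R 4.3.3 with the data.table package (version 1.17.8), and p-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. Every limma test was two-sided. Each exposed group was compared with control in 1 fit of all 24 arrays with 1 mean per dose group and 20 residual degrees of freedom, without covariates, after the unpaired comparison of control and exposure groups named in the methods of the study, and with the sexes pooled by choice here. A moderated F test asked about any dose, and a linear trend gave the slope per 1000 ppm. The sex difference was male minus female with dose group as a factor. The dose by sex interaction was an F test of 3 terms, and the dose effect was also tested within males and within females with the means of the 8 cells of dose and sex. Values of whole arrays were compared with exact permutation tests, or with a permutation test of 1e+05 draws where a group had 12 arrays, all two-sided, in a family of 13 tests.

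The slide of each array was read from the files, and all arrays of a slide belonged to the same scan group. Slide was fitted as a block and as a random block (duplicateCorrelation). Named miRNAs were chosen by a rule: up to 5 with the smallest p among those past the adjusted threshold, or the 3 with the smallest p where fewer than 3 passed. Lists of 13 inflammation, 6 erythroid, 6 muscle and 5 leukocyte miRNAs were also set, of which 11, 5, 4 and 4 were tested. The design, the naming rule, the lists and the processing alternatives were fixed before the data were examined, except where stated. The lists were tested with fry in 12 tests.

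The alternatives were the percentile over all probes, quantile normalization, no filter on dim probes or a strict one, a lower floor, the brightest probe, the total gene signal, the series table, slide as a block or random block, other eBayes options, sex as a covariate, separate fits, the methods' t-test at 1.5-fold and an unadjusted p below 0.05, and leaving out each array. A planned normexp correction needed the mean spot brightness, a column that was not used here because the files analysed give the median brightness. A normexp correction with an offset of 50 on the median brightness took its place and was chosen after seeing the data. Adding such an offset before log2 shrinks the differences of dim miRNAs. On 2 arrays, control male 3 and 600 ppm female 26, the fitted background mean was -66.1 and -619, against -12.3 to 0.21 on the other arrays. Both arrays had 4 spots with a local background above 100. With these replaced by the median local background of the array, the fitted means were -11.2 and -13.9, and this version was kept as another added alternative.

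Simulated data with known changes were used to test the fits. With the spread measured within dose groups, 60 of 283 miRNAs changed by 0.25, 0.5 or 1 on the log2 scale at 1500 ppm against control were recovered in 35.4%, 77.2% and 96.3% of cases. When slide was a block, the shares were 26.9%, 73.2% and 95.5%. With the spread measured within dose, sex and slide, they were 69.25%, 89.25% and 98.2% without the block. With the block and that spread they were 62.6%, 86.9% and 96.9%. Both kinds of spread were drawn independently for each array, with no slide differences, so in these simulations the block could only cost power. With no change, 0.1 miRNAs were called on average over 20 simulations. The number of arrays limits the precision. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.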

Results

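The miRNA content of the lung was measured in Fischer-344 rats that inhaled hexanal, an aldehyde found in indoor air, or filtered clean air. Each of the 4 groups (control, 600 ppm, 1000 ppm and 1500 ppm) held 6 rats, 3 of each sex, and each rat had its own array. Between 221 and 306 miRNAs per array had a probe above background (mean 263 ± 20.3, SD, n = 24). Spots well above background made up 27.9% to 38.5% of an array, no spot was saturated, and 23.8% to 36.5% of spots had a background-corrected intensity at or below 0.

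The 75th percentile of the probe intensity, taken before scaling, was 932 ± 254 in the control group, 875 ± 144 at 600 ppm, 967 ± 193 at 1000 ppm and 756 ± 58.8 at 1500 ppm (scanner units, SD, n = 6). The exposed groups differed from control by less than the spread between rats (exact permutation p of 0.628, 0.734 and 0.165, adjusted over 13 tests 0.795, 0.795 and 0.238). The slides on which the arrays lay differed more. The percentile was 1068 ± 178 on slide 1, 722 ± 42.3 on slide 2 and 858 ± 94.8 on slide 3 (SD, n = 8 each). Slide 1 exceeded slide 2 (exact permutation p = 0.00109, adjusted 0.00354) and slide 3 (exact permutation p = 0.0132, adjusted 0.0245), and slide 3 exceeded slide 2 (exact permutation p = 0.000155, adjusted 0.00101). Males had 955 ± 221 and females 811 ± 105 (SD, n = 12, permutation p = 0.0558, adjusted 0.0907). Within slide 2, 4 males and 4 females differed by 10.3 (exact permutation p = 0.714), while within males slide 1 exceeded slide 2 by 341 (exact permutation p = 0.0101, adjusted 0.0219).

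**Figure D1:**
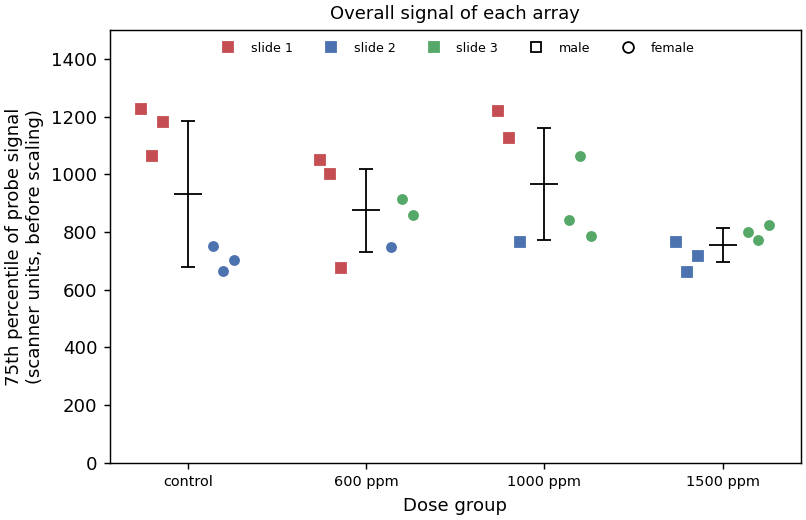
The 75th percentile of probe intensity of each array before scaling (scanner units) is plotted for the 4 dose groups, with colour for the slide, squares for males and circles for females, and bars for the group mean ± SD. The arrays of slide 2 lie between 662 and 766, and those of slide 1 between 677 and 1226.

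The slides were not spread evenly over the groups. Slide 1 held only males, with 3 controls, 3 rats at 600 ppm and 2 at 1000 ppm. Slide 3 held only females, with 2 at 600 ppm, 3 at 1000 ppm and 3 at 1500 ppm. Slide 2 held the 3 control females, 1 female at 600 ppm, 1 male at 1000 ppm and the 3 males at 1500 ppm. All males at 1500 ppm therefore lay on another slide than the control males, and all females at 1000 and 1500 ppm lay on another slide than the control females. The first principal component of the scaled values carried 30.4% of the variance. Slide accounted for 86.7% of that component, sex for 48.8% and dose group for 13.5%. For the second component, with 23.9% of the variance, these shares were 42.8%, 14.4% and 24.5%.

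**Figure D2:**
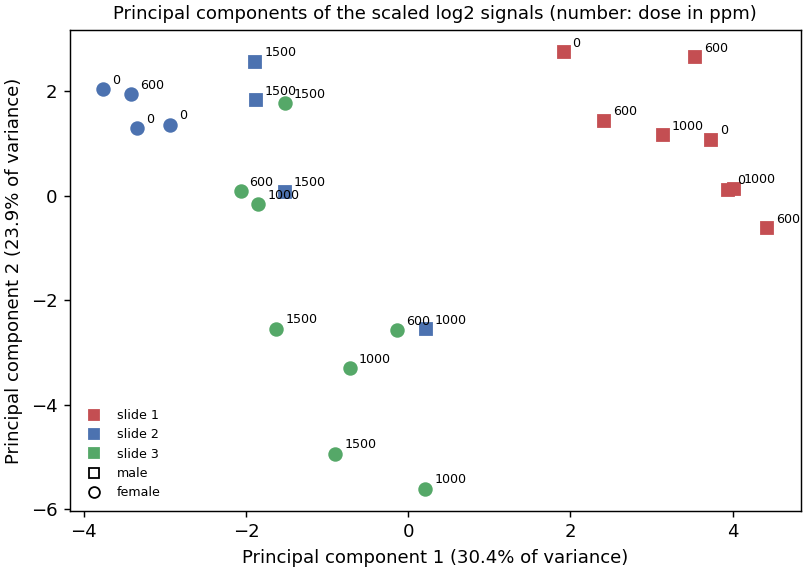
Each point is 1 array at its scores on principal components 1 (30.4% of variance) and 2 (23.9%) of the scaled log2 values, with colour for the slide, squares for males, circles for females and the dose in ppm beside it. The 8 arrays of slide 1 stand apart from those of slides 2 and 3 along the first component.

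The comparison of each exposed group with control asked which miRNAs hexanal changed in the lung. With limma and Benjamini-Hochberg adjustment, 0 of 283 miRNAs passed the threshold at 600 ppm, 0 at 1000 ppm and 0 at 1500 ppm. At an unadjusted p below 0.05 there were 5, 17 and 26 miRNAs, where 14.15 are expected by chance. The median standard error of a log2 fold change was 0.10, and 1, 8 and 3 miRNAs exceeded a 1.5-fold difference in either direction. The log2 fold changes ran from -0.52 to 0.72 at 600 ppm, from -0.75 to 1.81 at 1000 ppm and from -0.59 to 0.65 at 1500 ppm. The methods' t-test, at 1.5-fold and an unadjusted p below 0.05, moved these counts most, to 3 miRNAs at 1000 ppm and 2 at 1500 ppm, and after adjustment it gave 0 at every dose. A fit with slide as a block gave 0 miRNAs at each dose, and 23, 24 and 24 had an unadjusted p below 0.05. Its median standard errors were smaller, at 0.069, 0.071 and 0.073.

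The miRNAs with the smallest p did not pass the threshold. At 600 ppm they were rno-miR-134-5p, with a log2 fold change of -0.40 ± 0.15 (SE), rno-miR-141-3p (0.13 ± 0.05) and rno-miR-30d-5p (0.16 ± 0.07), all with a limma adjusted p of 0.996, and the direction held in 5, 6 and 6 of 6 exposed rats against the control mean. rno-miR-134-5p was above background on 3 of 6 arrays at 600 ppm, and its sign at 600 ppm was positive (0.27) under 1 of the background corrections added later.

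At 1000 ppm the smallest p belonged to rno-miR-134-5p (-0.57 ± 0.15, above background on 4 of 6 arrays), rno-miR-449a-5p (0.81 ± 0.23) and rno-miR-211-3p (-0.53 ± 0.17), with limma adjusted p of 0.232, 0.232 and 0.337. Each held in 6 of 6 rats. The log2 level of rno-miR-449a-5p was 6.81 ± 0.46 in control and 7.62 ± 0.34 at 1000 ppm (SD, n = 6). At 1500 ppm they were rno-miR-3585-5p (-0.59 ± 0.16), rno-miR-378b (0.23 ± 0.06) and rno-miR-211-3p (-0.59 ± 0.17), with a limma adjusted p of 0.164 for all and the direction in 6 of 6 rats. rno-miR-3585-5p was above background on 2 of 6 arrays at 1500 ppm, and its difference came to 0.0045 under the second normexp version. With the values of the series table, which were not scaled between arrays, rno-miR-378b changed sign to -0.03 and rno-miR-211-3p passed at 1500 ppm (-0.85, limma adjusted p = 0.0381). Under the second normexp version rno-miR-211-3p differed by -0.058 at 1500 ppm (limma adjusted p = 0.800), and under the first by -0.14 (0.998). Both versions add the offset of 50, which shrinks the differences of miRNAs this dim.

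The F test for any dose gave 0 miRNAs past the threshold in limma and 15 at an unadjusted p below 0.05. The highest F values were 7.01 for rno-miR-3585-5p, 6.14 for rno-miR-547-3p and 5.58 for rno-miR-134-5p, with adjusted p of 0.465, 0.465 and 0.471.

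The trend with dose asked for changes that grow with the exposure. In limma, 0 miRNAs passed the threshold and 29 had an unadjusted p below 0.05. The smallest adjusted p was 0.0768, shared by rno-miR-3585-5p (-0.43 ± 0.11 log2 per 1000 ppm, SE), rno-miR-211-3p (-0.40 ± 0.10) and rno-miR-547-3p (-0.28 ± 0.07). Of 18 exposed rats, 15, 17 and 15 lay below the control mean. Without control female 22, or without control female 23, 2 miRNAs passed. With sex as a covariate 3 passed: rno-miR-3585-5p (adjusted p = 0.0241), rno-miR-547-3p (adjusted p = 0.0341) and rno-miR-201-5p (adjusted p = 0.0341), the last named after its value was seen. The slopes with slide as a block were -0.30 ± 0.09, -0.38 ± 0.11 and -0.20 ± 0.07 (SE) for rno-miR-3585-5p, rno-miR-211-3p and rno-miR-547-3p, each with an adjusted p of 0.306, and 0 miRNAs passed. Under the second normexp version, added after seeing the data, the slopes of the same 3 were -0.025, -0.068 and -0.0057 (adjusted p of 0.895, 0.770 and 0.984), and under the first -0.15, -0.18 and -0.13. The offset of 50 in both versions shrinks the slopes of miRNAs as dim as these. rno-miR-547-3p was above background on 19 of 24 arrays, with 3 of 6 at 1500 ppm, and rno-miR-3585-5p on 16.

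**Figure D3:**
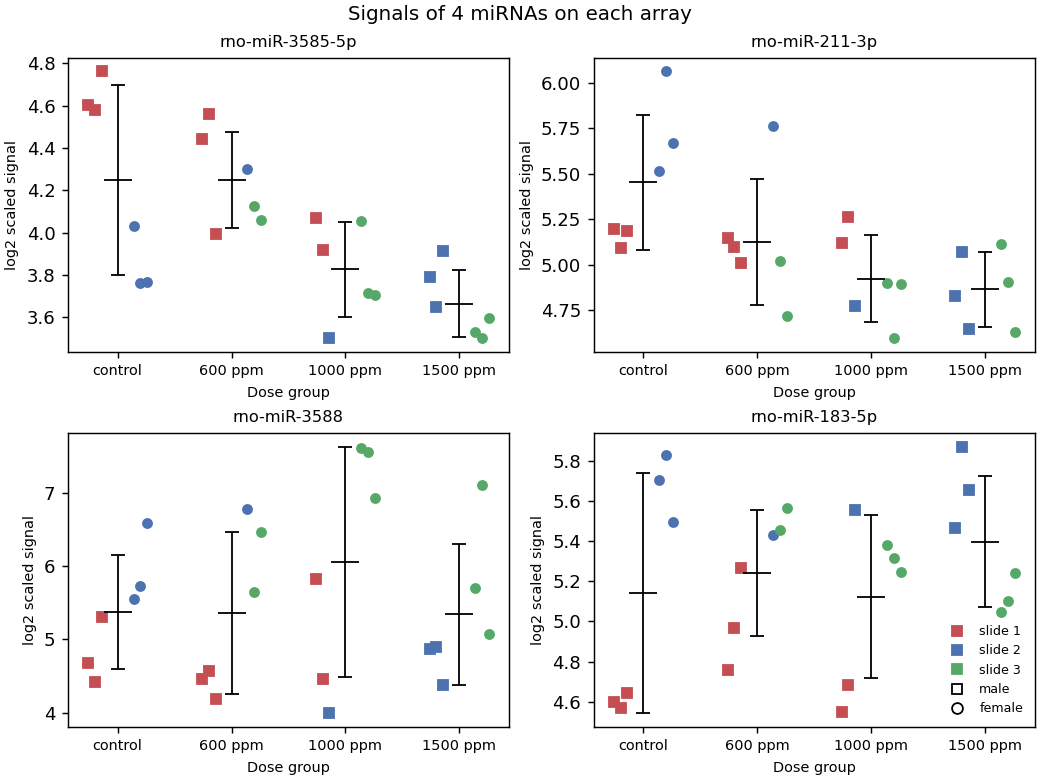
The scaled log2 signal of rno-miR-3585-5p, rno-miR-211-3p, rno-miR-3588 and rno-miR-183-5p is plotted for each array by dose group, with colour for the slide, squares for males, circles for females and bars for the group mean ± SD. For rno-miR-183-5p the control males (slide 1) average 4.60 and the males at 1500 ppm (slide 2) 5.66, while the control females (slide 2) average 5.68 and the females at 1500 ppm (slide 3) 5.13.

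No miRNA could pass in the same direction at all 3 doses, since none passed at any, and the count was 0 in limma. The log2 fold changes of the 3 doses were compared across the 283 miRNAs, which are not independent replicates and share the control arrays. Pearson's r was 0.779 for 600 and 1000 ppm, 0.408 for 600 and 1500 ppm and 0.551 for 1000 and 1500 ppm, and Spearman's rho was 0.583, 0.24 and 0.525. Unchanged groups simulated against the same controls gave mean r of 0.485, 0.491 and 0.501, with 95% ranges of -0.18 to 0.847, -0.05 to 0.890 and 0.141 to 0.848. All 3 values lay inside these ranges. The first normexp correction moved r most, to -0.10 for 600 and 1000 ppm. The same direction at all 3 doses was seen for 137 miRNAs, against 142 (83.5 to 206) in the simulation, and 36 of the 283 also grew with each dose, against 25 (8 to 57.5).

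For the preset inflammation list, 0 of 11 miRNAs passed for any dose when adjusted over the list alone, and 0 of the 11 passed over all miRNAs tested. First by p for any dose was rno-miR-210-3p (limma adjusted p of 0.231 over the list alone and 0.650 over all miRNAs), whose log2 fold change at 1500 ppm was 0.50 ± 0.16 (SE). With sex as a covariate it passed over the list alone (0.0389). For any dose rno-miR-21-5p had a list-adjusted p of 0.276 and the other 9 had 0.276 to 0.774. The change of rno-miR-21-5p at 1500 ppm was 0.19 ± 0.07 (SE, limma adjusted p over all miRNAs 0.325). In the fry tests of the lists, the smallest p without a block was that of the muscle list at 1000 ppm (adjusted p = 0.451, median log2 fold change 0.99, 4 of 4 higher). The smallest with slide as a block was that of the leukocyte list at 600 ppm (adjusted p = 0.0605, median -0.26, 0 of 4 higher). The smallest adjusted p of the erythroid list was 0.779 without and 0.913 with the block, and those of the inflammation list were 0.615 and 0.913. No list passed after adjustment in either fit.

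Males and females were compared across the dose groups. In limma 124 of 283 miRNAs passed the threshold, 46 higher and 78 lower in males, and 146 had an unadjusted p below 0.05. The 5 with the smallest p were rno-miR-500-3p (-0.44 ± 0.06 log2, male minus female, SE, adjusted p = 0.000122), rno-miR-3588 (-1.73 ± 0.25, 0.000122), rno-miR-322-3p (0.27 ± 0.04, 0.000422), rno-miR-363-3p (-0.22 ± 0.04, 0.000720) and rno-miR-664-3p (0.47 ± 0.09, 0.00113). The direction held in 12, 12, 11, 12 and 10 of 12 males against the mean of the females of their dose group. rno-miR-363-3p was above background on 10 of 24 arrays, none of them at 1500 ppm. The 2 probes of rno-miR-322-3p had opposite signs, and its sign changed with the brightest probe (-0.04). The log2 level of rno-miR-3588 was 4.67 ± 0.50 in males and 6.40 ± 0.84 in females (SD, n = 12).

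The sex count moved most with the slide. It was 10 with slide as a block, all lower in males and 2 of them among the 124, and 0 with slide as a random block, where 56 had an unadjusted p below 0.05. In a fit of slide 2 alone, 4 males against 4 females gave 20 miRNAs past the threshold, 2 of them higher in males. There rno-miR-3588 differed by -1.63 ± 0.34 (SE, limma adjusted p = 0.0275), and with slide as a block by -1.86 ± 0.67 (adjusted p = 0.162). The exposures of these males and females differed, since slide 2 held 3 males at 1500 ppm and 3 control females. A fit restricted to those 3 and 3 gave 0 past the threshold and 66 at an unadjusted p below 0.05.

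The interaction test asked whether the response to hexanal differed between the sexes. In limma 71 miRNAs passed, and 117 had an unadjusted p below 0.05. By dose, 0 passed at 600 ppm, 2 at 1000 ppm and 100 at 1500 ppm. The highest F values were those of rno-miR-429 (14.9), rno-miR-183-5p (13.0), rno-miR-672-5p (12.5) and rno-miR-201-5p (12.1), with an adjusted p of 0.00913, and of rno-miR-210-3p (11.54, adjusted p = 0.00984). rno-miR-201-5p was not well above background on any array at 1500 ppm, so only a bound exists there, and its call depended on the processing. It lost the threshold in 7 of 12 alternatives, with F of 3.53 (adjusted p = 0.0959) with the lower floor and 1.26 (adjusted p = 0.508) with the total gene signal. The adjusted p over the 12 ran from 0.00395 to 0.765. The difference between the response of males and that of females at 1500 ppm was 0.47 ± 0.09 log2 (SE) for rno-miR-429, 1.61 ± 0.26 for rno-miR-183-5p, 0.83 ± 0.16 for rno-miR-672-5p and 0.67 ± 0.16 for rno-miR-210-3p. Without male 18 at 1500 ppm the count was 34, and without female 36 at 1500 ppm it was 45. Within males 100 miRNAs passed for any dose, with 0, 3 and 102 at 600, 1000 and 1500 ppm, and without male 18 at 1500 ppm the count was 59. Within females 0 passed and 42 had an unadjusted p below 0.05, and without female 37 at 1500 ppm 5 passed.

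With slide in the fit, the interaction count was lower. In the fit with slide as a block, 0 miRNAs passed the interaction test and 12 had an unadjusted p below 0.05, and with slide as a random block 0 passed and 25 did. For any dose in males the counts were 0 and 1. Slide 1 and slide 2 share a cell of dose and sex only through male 13 at 1000 ppm, and slides 2 and 3 only through female 26 at 600 ppm. With the block, the interaction and the female effects at all 3 doses therefore rest on female 26, and the interaction and the male effect at 1500 ppm rest on male 13. The male effects at 600 and 1000 ppm can be estimated without either. The sex difference with the block can be fitted without them, but it takes the effect of dose as equal in both sexes. Over the 71 miRNAs, the median size of the difference at 1500 ppm fell from 0.60 to 0.18 with the block, with median standard errors of 0.14 and 0.18. For rno-miR-183-5p it was 0.75 ± 0.30 (SE) with the block. Within single slides, 600 ppm against control and 1000 ppm against control in the males of slide 1 gave 0 past the threshold, with 17 and 20 at an unadjusted p below 0.05. The 3 dose comparisons among the females of slide 3 also gave 0, with 16, 39 and 19. No slide held control and 1500 ppm rats of the same sex, so that comparison had no within-slide value. Slide 2 against slide 1 in males, over 4 and 8 rats of differing dose, gave 145, and slide 3 against slide 2 in females, over 8 and 4 rats of differing dose, gave 14.

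**Figure D4:**
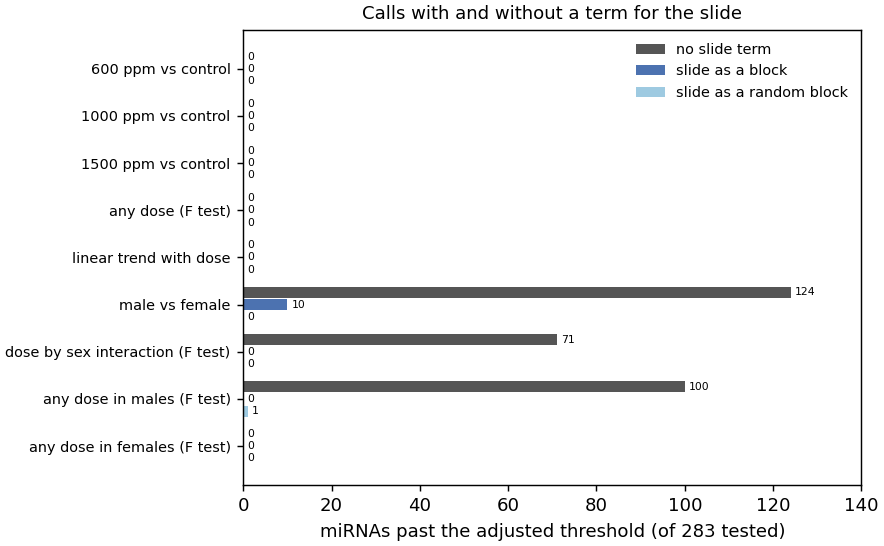
Bars give the number of miRNAs of 283 past the adjusted threshold in each limma comparison without a slide term, with slide as a block and with slide as a random block. The sex count is 124, 10 and 0, the interaction count 71, 0 and 0, and the count in males 100, 0 and 1, while the dose comparisons with pooled sexes are at 0 in all 3 fits.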

Values the study reported

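The study set target concentrations of 600, 1,000 and 1,500 ppm and exposed the rats for 4 weeks. It measured average concentrations of 646.03 ± 80.06, 999.06 ± 162.08 and 1,525.31 ± 199.02 ppm in the low, middle and high dose groups. It reported no values for the miRNA arrays analysed here. For DNA methylation in lungs of exposed rats it reported 661, 4,181 and 11,744 changed sites at the low, middle and high dose, 73 genes shared by the 3 doses and 36 genes that changed with dose. For mRNA it reported 643, 811 and 569 changed genes at a cutoff of 1.5-fold, from an earlier study by the same authors. The methylation counts used a larger fold cutoff than the mRNA counts. Both used an unpaired t-test at p below 0.05 with no stated adjustment for the number of tests. They are therefore not on the same footing as the adjusted miRNA counts given here.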

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

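The tests of slide, of a single mislabelled array and of the control spot mr_1 were chosen after the results were seen.

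In each dose group, the highest and the lowest rat were compared with the rest by Dixon's ratio of the gap to the nearest rat over the range of the group. Of 120 groups of 6 values, 6 exceeded the 95% critical value, and chance alone gives 6. The ratio was 0.646 for rno-miR-378b at 600 ppm, where male 7 was lowest (log2 7.55, the other 5 at 7.78 ± 0.04, SD), and 0.698 for rno-miR-223-3p in the same rat (8.51 against 9.15 ± 0.09). It was 0.804 for rno-miR-34a-5p at 1000 ppm, with male 11 lowest (10.32 against 10.76 ± 0.04). It was 0.741 for rno-miR-500-3p at 1500 ppm, with female 37 highest (7.39 against 6.88 ± 0.07). It was 0.847 for rno-miR-201-5p at 1500 ppm in male 18, but there no array was well above background for this miRNA. The number of miRNAs above background at 1500 ppm had a ratio of 0.679, with 231 in female 38 against 254 ± 4.04 in the other 5. The number of such values does not exceed chance, and no biological explanation was tested for any of them.

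The response to hexanal differed between the sexes for 71 miRNAs by the interaction test, with F of 14.9 for rno-miR-429, 13.0 for rno-miR-183-5p, 12.5 for rno-miR-672-5p, 12.1 for rno-miR-201-5p and 11.54 for rno-miR-210-3p. Of 100 splits of the rats by sex within dose groups, 4 gave as many, the real one included. That share is under 0.05, but 100 drawn splits fix it only roughly and they took no account of slide, so chance is not firmly excluded. The other 3 gave 119, 76 and 73 miRNAs. Those with 119 and 76 divided the 8 arrays of slide 1 into 4 and 4, and the one with 73 into 6 and 2. Within males, 1 of 100 splits gave as many as 100 miRNAs for any dose, the real one. Of the other splits, 10 gave any calls, and the highest counts were 92 and 84, against a median of 0. Splits without regard to dose thus came close to the real count. They took no account of slide, so this result does not tell dose from slide in males.

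A difference between slides is a candidate explanation for much of the interaction, because the males at 1500 ppm and the control males lay on different slides, as did the females of these groups. Across the 283 miRNAs, the interaction at 1500 ppm fitted with slide as a block had a slope of 0.5263 on the unblocked value, below the range of 0.782 to 1.15 of simulations without slide differences. Weighting by precision, which was added after the unweighted slope was seen, gave 0.270 against 0.963 to 1.06. The slope for 1500 ppm in males was 0.340, against 0.849 to 1.18, and 0.189 when weighted, against 0.945 to 1.05. Simulations added later, which kept the deviations of each array together, gave ranges of 0.685 to 1.34 for the interaction and 0.762 to 1.28 in males, and 0 of 100 were as low as either slope. With the block, the 1500 ppm effect in males rests on male 13 at 1000 ppm, and the interaction at 1500 ppm also on female 26 at 600 ppm, the 2 arrays that link the slides. Slide differences alone were also simulated, with the size estimated by the blocked interaction fit of these same data. That estimate rests on male 13 and female 26 and carries the deviations of these 2 rats. On average over 20 simulations, 53 miRNAs (38 to 69) were called for the interaction and 82.8 (72 to 98) in males. With slide as a block the averages were 0 and 0.15. The real counts of 71 and 100 were above the highest simulated without the block. In females the same simulations gave 17 (10 to 25), whereas the real count was 0, so slide differences of the simulated size would have given calls in females that were not seen. Because that size is uncertain, these counts do not fix how many calls the true slide differences would give. The block lowered the chance of detection. In simulations added later, interactions of 0.25, 0.5 and 1 on the log2 scale at 1500 ppm were recovered in 0.25%, 33.9% and 78.9% of cases with it, against 7.67%, 63.8% and 89.8% without slide differences or block. The count of 0 with the block therefore says little about interactions of 0.25. These values do not settle whether slides account for all of the interaction.

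Male 13 at 1000 ppm lay on slide 2 with the males at 1500 ppm, and its deviation from the other 1000 ppm males correlated with the 1500 ppm effect in males across miRNAs (r = 0.641, miRNAs not being independent replicates). This is 1 rat, and it is also the array that links slides 1 and 2, so it adds no evidence independent of the block.

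A lower total signal of some arrays, as a further technical explanation for the interaction, cannot be told apart from slide. With the log2 75th percentile of each array as a covariate, 9 of the 71 miRNAs stayed past the threshold, but that percentile itself differed between slides. A single mislabelled array as the whole cause is argued against. Leaving out each array in turn kept 34 to 70 of the 71 miRNAs past the threshold, lowest without male 18 at 1500 ppm. Simulations of all arrays without slide differences gave 0 calls on average. A wrong label as a part of the cause stays open, because the test did not tell it from the loss of 1 of 3 rats. A response to hexanal that differs by sex stays open and was not tested apart from the slide block, under which 0 miRNAs passed.

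Some control spots, which no comparison used, were bright. Their median signals over the 24 arrays were 111431 for hur_1, 257117 for hur_2, 16059 for hur_4, 49.3 for hur_5, 41916 for hur_6 and 2428 for mr_1 (scanner units). The median of the negative control spots was at most 0.217 on any array, with 0.755% of these spots well above background. For the 6 sets of control spots whose names begin with dmr, the highest median on an array was 0.243 to 1.55, with up to 3.13% of the spots of a set well above background. The files give no description of what these spots measure. The signal of mr_1 was lower on slide 1 (1958 ± 215) than on slide 2 (2654 ± 190) and slide 3 (2606 ± 266, SD, n = 8, exact permutation p of 0.000311 and 0.000155, adjusted over 13 tests 0.00135 and 0.00101). A dimmer scan of slide 1 is argued against, because the 75th percentile of the miRNA spots was higher on slide 1 than on slide 2 by 346. The sex of the rats is argued against too. Within males, mr_1 on slide 1 minus slide 2 was -701 (exact permutation p = 0.00202, adjusted 0.00525), and the sexes of slide 2 differed by 10.8 (exact permutation p = 0.914). Some other control spots differed as well. In tests added later, hur_2 was also lower on slide 1 (231796 ± 27232) than on slide 2 (265632 ± 10369) and slide 3 (271653 ± 20497, SD, n = 8, exact permutation p of 0.00155 and 0.00202, adjusted over 12 tests 0.00373 and 0.00404). In contrast, hur_1 and hur_5 were higher on slide 1 than on slides 2 and 3, and hur_4 higher than on slide 2 (exact permutation, adjusted p of 0.000932 to 0.0112). The difference did not pass for hur_6 against slides 2 and 3 (exact permutation, adjusted p of 0.0921 and 0.854). Nor did it for hur_4 against slide 3 (exact permutation, adjusted p = 0.248). What stays open is a difference in handling between the slides, which was not tested.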

How the results depend on the processing

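The normexp corrections on the median brightness were the alternatives added after seeing the data, and the planned one on the mean brightness was not run. No paired analysis was possible because the groups share no replicate numbers.

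Of the counts and correlations, 172 values under the alternatives stayed within 1.5 times the reported count or within 1 SD of the reported correlation, and 26 did not. At 600 ppm, for any dose and for the same direction at all 3 doses, the count was 0 under every alternative run. Among the named miRNAs 267 values kept their direction and side of the threshold, 41 lost the threshold, 2 gained it and 5 changed sign. The 41 were all in the sex and interaction tests.

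Under the slide block the sex count was 10, the interaction 0 and males 0, and r for 600 and 1500 ppm rose to 0.712. With slide as a random block they were 0, 0 and 1. Both fits change only the slide term, but they also raise the standard errors of sex and interaction, and at 1500 ppm the blocked interaction rests on the 2 arrays that link the slides and the male effect on 1 of them. Of the 124, 71 and 100 miRNAs, 2, 0 and 0 remained with the block.

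The first normexp version gave a sex count of 5, an interaction count of 0 and 0 in males, with r of -0.10 for 600 and 1000 ppm and 0.018 for 600 and 1500 ppm. rno-miR-134-5p at 600 ppm became 0.27 and the sex difference of rno-miR-322-3p -0.084. The 2 arrays with misfitted background account for most of this, since replacing the bright local backgrounds gave a sex count of 65, with 61 of the 124 retained, and an interaction count of 105. In the replaced version rno-miR-3585-5p at 1500 ppm was 0.0045. The trend slopes of rno-miR-3585-5p, rno-miR-211-3p and rno-miR-547-3p fell to -0.025, -0.068 and -0.0057. Some of this fall is built into the setting, because the offset of 50 added before log2 shrinks the differences of dim miRNAs. The probes of these miRNAs had mean log2 levels of only 3.69 to 5.12 with the reported processing. How much of the fall the offset accounts for was not tested.

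Without the filter on dim probes the sex count was 77 and females had 1, with all miRNAs of the array tested. The percentile over all probes also gave 1 in females. The total gene signal gave 18 for the interaction and 66 in males. The series table gave 1 at 1500 ppm and 1 for the trend, both rno-miR-211-3p, a sex count of 52, and rno-miR-378b at 1500 ppm as -0.027. The brightest probe made the sex difference of rno-miR-322-3p -0.044, since its 2 probes differ in sign. For the others the cause was not tested. The series table is not scaled between arrays, and its median log2 difference over the miRNAs was -0.27 at 1500 ppm, -0.15 in the trend and 0.16 between sexes. With the reported processing these medians were 0.0021, 0.0025 and -0.066. The median was 0.32 at 600 ppm, -0.11 at 1000 ppm and -0.24 between sexes with the first normexp (0.024, -0.015 and -0.066 as reported), -0.10 at 1500 ppm with the total gene signal and -0.13 between sexes with the brightest probe.

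With sex as a covariate, which removes a sex difference from the residual spread, 3 miRNAs passed for the trend and 1 on the inflammation list. The methods' t-test at 1.5-fold and unadjusted p gave 3 at 1000 ppm (rno-miR-133a-3p, rno-miR-133b-3p and rno-miR-449a-5p) and 2 at 1500 ppm (rno-miR-211-3p and rno-miR-3585-5p), all chosen by that count, and 0 after adjustment. The 12 males alone gave 47 in place of 100, with fewer arrays behind the spread.

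The direction of the sex calls depended on the scaling. Of 124 calls, 46 (37.1%) were higher in males. The percentile over all probes gave 50 of 83 (60.2%), quantile normalization 70 of 110 (63.6%), the total gene signal 86 of 110 (78.2%), the values of the series 48 of 52 (92.3%), the brightest probe 34 of 147 (23.1%), the replaced normexp 16 of 65 (24.6%) and the slide block 0 of 10.

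Leaving out each array in turn gave 0 to 2 for the trend, highest without control female 22 or 23, when rno-miR-3585-5p and rno-miR-547-3p passed. It gave 34 to 102 for the interaction (lowest without male 18 at 1500 ppm, highest without male 13 at 1000 ppm), 59 to 116 in males (the same rats) and 0 to 5 in females. The female count was 5 without female 37 at 1500 ppm, 2 without female 26 at 600 ppm or female 33 at 1000 ppm and 1 without female 36 at 1500 ppm. The sex count stayed within 1.5 times of 124, and the other counts at 0. The correlations ran from 0.547 to 0.835 for 600 and 1000 ppm, 0.178 to 0.598 for 600 and 1500 ppm (both lowest without female 28 at 600 ppm) and 0.359 to 0.641 for 1000 and 1500 ppm.

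Signal over background limits the low miRNAs. Of the 283 miRNAs 211 were above background on all arrays. rno-miR-201-5p and rno-miR-363-3p had 0 of 6 arrays above background at 1500 ppm, and rno-miR-3585-5p had 2.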

Other observations

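The tests of slides, of the muscle miRNAs and of the splits behind the correlations were chosen after the results were seen, and the list of ciliated cell miRNAs was written after their values were seen.

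For the counts of 0 in the dose comparisons, in females, on the inflammation list and for the common direction, all 100 of 100 splits of the rats gave as many. A count cannot be lower than 0, so this outcome was fixed and says nothing about chance. Splits that followed the slides gave far more than the real groups. A split of the control and 1000 ppm rats with 108 miRNAs put 5 arrays of slide 1 in one part and 0 in the other, and splits of the control and 600 ppm rats with 77, 68 and 56 put 5 in one and 1 in the other. The real comparisons gave 0 with slide as a block. For the correlations between doses, 10, 67 and 45 of 100 assignments gave r as high as that of 600 and 1000, 600 and 1500, and 1000 and 1500 ppm, so chance cannot be excluded for them.

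The 124 miRNAs that differed between males and females exceeded all other splits, with 1 of 100 as large, the real one. A random split of the rats is thus an unlikely source, but the splits took no account of slide. The real sexes follow the slides, so this result does not tell sex from slide. Sex and slide overlapped, since slide 1 held only males and slide 3 only females. The sex difference with slide as a block had a slope of 0.645 on the unblocked one across all miRNAs. This was just below the range of 0.672 to 1.02 of simulations without slide differences, but inside the range of 0.504 to 1.14 when, in simulations added later, the deviations of each array were kept together. The weighted slope of 0.462 was below both ranges (0.790 to 0.965 and 0.656 to 1.05). Simulated slide differences alone gave 166 calls (157 to 175), more than the 124 seen. The weighted slope, a measure added after the unweighted one was seen, thus separates slides from the spread between rats and the unweighted one does not, so the share of slides in the sex calls stays open. A lower total signal on some arrays as the whole cause is argued against, because 69 of the 124 stayed past the threshold with the 75th percentile as a covariate. A biological sex difference stays open.

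The 10 miRNAs past the threshold with slide as a block were all lower in males, led by rno-miR-188-5p (-1.43 ± 0.24 log2, SE, limma adjusted p = 0.00222) and rno-miR-211-3p (-0.96 ± 0.17, 0.00329), both named after their values were seen. Their unblocked sex differences were -0.34 and -0.11, with adjusted p of 0.0968 and 0.438. Within slide 2, where 20 miRNAs passed, the males lay in row 1 and the females in row 2. The position of an array in a row was tested as a cause on slides 1 and 3, which hold 1 sex each. There the row difference of those 20, in the direction of their sex difference, had a median of 0.037 log2. The range was -0.15 to 0.16 when rows were shuffled, and the median sex difference was 0.68. However, row 1 held the lower doses on slides 1 and 3 but the higher doses on slide 2. An effect of row could be masked by dose on slides 1 and 3, so the row stays open. The dose stays open too, since 3 of these 4 males were exposed to 1500 ppm and 3 of the 4 females were controls.

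Sex differences were also compared between neighbouring miRNA genes, taken from the GRCr8 gene table, in which 260 of the 283 miRNAs had a match, giving 50 pairs. With slide as a block the differences were more alike than in random pairs (one-sided permutation p = 3e-04), and without it they were not (p = 0.213). Shared transcripts of neighbouring genes cannot be told apart from other sources here. The same test on the deviations of single arrays from their cell passed for 21 of 22 arrays, so it says nothing specific about sex.

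The muscle miRNAs rno-miR-1-3p, rno-miR-133a-3p and rno-miR-133b-3p were among the 4 miRNAs with the largest SD within cells of dose, sex and slide. The log2 level of rno-miR-1-3p ran over 4.73 at 1500 ppm, and its SD within cells, 1.57, ranked 1 of 283, against a median of 0.12. It moved with rno-miR-133b-3p (r = 0.986 of deviations within cells). Muscle RNA in some lung samples may explain this. rno-miR-499-5p, which was on the preset muscle list, moved with them more than 93.5% of the other miRNAs did (r = 0.599), short of the 95% set as the limit, so muscle RNA cannot be told apart from another source. The mean log2 level of rno-miR-499-5p was 4.48 to 5.01 over the groups, and of rno-miR-133b-3p 7.41 to 8.46. No biological explanation was tested.

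For rno-miR-449a-5p, the miRNA with the largest rise among those named at 1000 ppm, a larger share of ciliated cells in some samples may be a source. It moved with rno-miR-34b-5p and rno-miR-34c-5p within cells more than 91.1% of the other miRNAs did (r = 0.472), and rno-miR-449c-5p more than 91.8%. Both fell short of the 95% limit, so this source cannot be told apart from others. rno-miR-34b-5p and rno-miR-34c-5p were also on the inflammation list. A response to hexanal stays open as well, but the difference itself did not pass (limma adjusted p = 0.232).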
